A study of Homo sapiens with 16 samples.

How the data were processed

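RNA from K562 cells, an established human leukaemia cell line, was measured by RNA sequencing at 8 time points of treatment with 25 nM phorbol 12-myristate 13-acetate (PMA), with 2 libraries per time point and 16 libraries in all. Total RNA was extracted with a column kit, treated with DNase, and made into libraries after ribosomal RNA depletion, per the labels' protocols. Each deposited table lists the same 177456 Ensembl transcripts for a single library. Per the file headers, the values used here are an estimated number of reads per transcript, which need not be whole, and TPM, the abundance of a transcript relative to all others after division by its effective length. The column names are those that the program salmon writes. Its version, the genome build and any correction for sequence bias are not stated in the labels or headers. Estimated counts carry no normalization, as deposited, and the deposited TPM values have the same sum in each library.

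Transcripts were assigned to genes by their Ensembl identifier without its version number, with the GENCODE release 29 annotation of GRCh38. Of the transcripts, 167027 (94.1%) matched, in 35052 genes, and 34878 of these had a symbol in the table of current gene names. The 10429 transcripts without a match carried 3.01 to 3.75% of a library's reads and were left out of the gene counts. Reads assigned to protein-coding genes made up 98.9% of the matched reads. The matched genes included 19801 protein-coding genes but only 23 of long intergenic noncoding RNA. That share therefore reflects which transcripts were listed and does not measure the noncoding RNA of the libraries. Transcript counts were summed per gene and rounded to whole numbers. Coordinates are those of GRCh38.

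Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors (0.854 to 1.139), the default low-count filter of edgeR (filterByExpr), a negative binomial fit of all 8 time points together, and the quasi-likelihood F-test. The filter left 17559 genes. The common biological coefficient of variation was 0.123, with 8 residual and 5.28 prior degrees of freedom. Fold changes used a prior count of 0.125, and CPM values are counts relative to the TMM-scaled library size. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 within its contrast. The contrasts were 7 time points against 0 h, 6 neighbouring time points, and 72 h against 1.5 h. Values are given as mean ± SD with n = 2. Standard errors were the absolute log2 fold change before shrinkage divided by the square root of F, and none is given for a gene at 0 in both libraries of a group. An exact permutation test of 2 libraries against 2 cannot reach an adjusted p under 0.05, so single genes rest on the model's shared estimate of the spread.

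The time points, the lists, the tests and the rule for naming genes were fixed before the data were examined. For each contrast against 0 h, the rule took the 2 genes with the largest rise and the 2 with the largest fall, among called genes with a mean of at least 5 CPM over all libraries and both libraries on the same side of both 0 h libraries. From each list it took the member with the largest change, the member with the highest mean CPM, and any member called against the direction of the list's median. The 4 lists were 20 megakaryocyte and platelet genes, 22 erythroid genes, 25 immediate-early genes and 22 mitotic genes. After the filter, 14, 22, 23 and 22 of them were tested. The megakaryocyte genes GP1BA, GP9, PF4 and SELP and the immediate-early genes IER3 and CCN2 fell under the filter, with at most 5 reads in any library, and GP6 is not analysed here. Some items that the list or the naming rule would give are not reported here. List medians were tested with camera in limma 3.58.1 (preset correlation 0.01) on log2 CPM, with fry as a check, adjusted over the 9 list tests.

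The test was checked on simulated counts with the means, spread and library sizes of the 17559 genes, in which 200 genes were changed at 72 h. The 200 were drawn only from genes above a minimum mean count, so recovery for genes with few reads was not measured. The test recovered 71% of the 2-fold and 97% of the 4-fold changes, and 6 of its 174 calls (3.45%) were false. At 24 h, where no gene had been changed, it called 0 genes, with 4.42% of genes at an unadjusted p under 0.05. Simulated counts varied independently between genes and held no trend with GC content, so calls made by such a trend were not measured.

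Library totals were 27285773 to 54056289 estimated reads. A floor of 3 reads corresponded to 0.0574 to 0.113 CPM, and a fold against a group at or under that floor is given as a bound. Shares of a library's reads had 95% Wilson intervals at most 0.0141 percentage points wide. Intervals and floors cover counting error only, since reads made by PCR are not independent molecules. The libraries differed in the gap between the transcript length and the effective length in the deposited tables, which stands for the mean fragment length. In replicate 1 it was 210 to 221 nt, and in replicate 2 it was 229 to 248 nt except for the 0 h library at 199 nt. Each replicate set holds 1 library of every time point, so list medians are also given within each set.

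The alternatives were other size factors, scaling to total counts, a looser and a stricter low-count filter, counts derived from the TPM values and scaled by gene length, the replicate number as a block, fits of only the 4 libraries compared, a stricter threshold, joint adjustment over contrasts, a test against a 2-fold change, a larger prior count, DESeq2 1.42.0, and leaving out each library. A robust prior for the spread, unmatched transcripts as features of their own, and 2 ways of removing trends with GC content were chosen after seeing the data. Sequence comparisons used BLAST 2.17.0.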

Results

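K562 is a human leukaemia cell line that can take on megakaryocyte-like features. PMA, an activator of protein kinase C, was applied at 25 nM. Total RNA depleted of ribosomal RNA was sequenced before treatment (0 h), at 0.5 and 1.5 h, at 3 and 6 h, and on later days at 24, 48 and 72 h. The medium was changed after 24 and 48 h. Each time point had 2 libraries, and the 0 h libraries served as the untreated control. Library totals ranged from 27285773 to 54056289 estimated reads, and 19640 to 21101 genes had at least 1 read. Mitochondrial genes took 1.55 to 4.45% of the matched reads. The gene with the most reads was PLCG2 in 15 of the 16 libraries, at 3.20% in 0 h replicate 2 (95% Wilson interval 3.19 to 3.20%) and 1.30 to 1.74% in the others. Of the PLCG2 reads, 99.997% were assigned to a single transcript that holds the pseudogene RN7SKP176 of the small nuclear RNA 7SK (GRCh38 chromosome 16, 81961926 to 81962243, exon 33), so its level was not read as PLCG2 expression.

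Replicates were compared first. Pearson correlations of log2 CPM between the 2 libraries of a time point were 0.984 to 0.993 across genes, which are not independent replicates. Every pair differed by more than counting error, with a chi-square of 8.09 to 48.3 per gene, highest at 0 h. This chi-square covers no other error between separate libraries. No pair was treated as 1 library. The first principal component held 57.7% of the variance and the second 19.5%. Root-mean-square distances in log2 CPM were 0.403 to 0.562 between replicates. The mean distance between neighbouring time points was 0.542 from 0 to 0.5 h, rose to 1.14 from 6 to 24 h, and was 0.550 from 48 to 72 h. The first and last of these steps were therefore within the range of replicate distances. Of the 16 libraries, 13 were nearest to their own replicate. The exceptions were 0 h replicate 1, nearest to 0.5 h replicate 1, and both 72 h libraries, nearest to 48 h libraries.

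**Figure D1:**
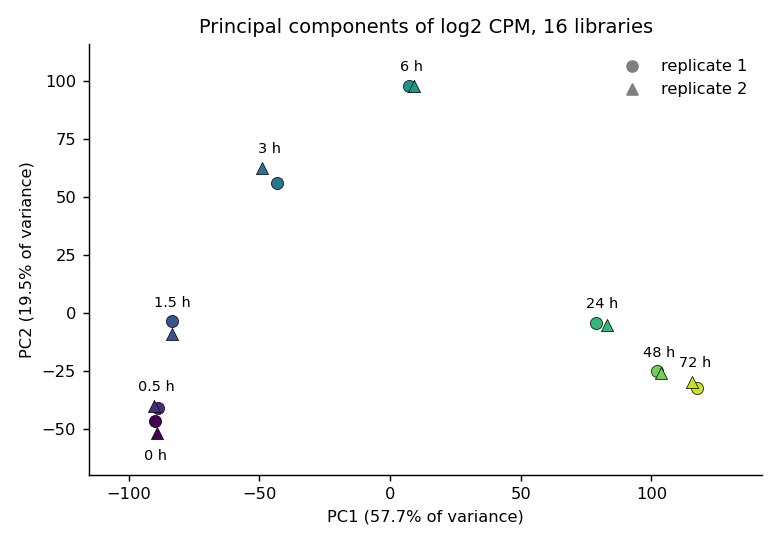
Principal components of log2 CPM for the 16 libraries, with PC1 (57.7% of the variance) on the x axis and PC2 (19.5%) on the y axis, colour for the time point and symbol for the replicate. The libraries follow an arc from 0 h through 6 h to 72 h, and the 0 and 0.5 h libraries lie together.

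Replicate differences also went with the GC content of the transcripts. Over 9975 genes with a mean log2 CPM over 3, the difference between the 0 h libraries correlated with GC content at r = 0.73, against −0.38 to 0.56 at the 7 other time points. The same trend entered the early contrasts. The log2 fold change at 0.5 h correlated with GC content at r = −0.76 across genes, that at 1.5 h at r = −0.42, and those from 3 to 72 h at −0.16 to −0.03.

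**Figure D2:**
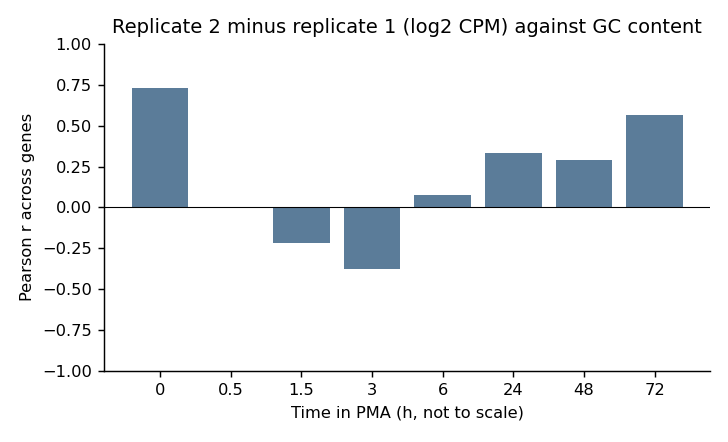
Pearson correlation across 9975 genes between GC content and the log2 CPM of replicate 2 minus that of replicate 1 (y axis), as a bar for each time point in hours (x axis). The 0 h pair has the highest value (0.73) and the 3 h pair the lowest (−0.38).

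Each time point was then compared with 0 h to find when transcript levels changed. At 0.5 h 30 of 17559 genes were called (29 higher, 1 lower), while 3907 had an unadjusted p under 0.05. Calls numbered 3003 at 1.5 h (1589 higher, 1414 lower), 7370 at 3 h (3775 and 3595) and 10040 at 6 h (4880 and 5160). They were 10241 at 24 h (5571 and 4670), 9529 at 48 h (5305 and 4224) and 10294 at 72 h (5562 and 4732). All are edgeR quasi-likelihood calls at a Benjamini-Hochberg adjusted p under 0.05. The alternative that moved the 0.5 h count most was the removal of GC trends between replicates only, chosen after seeing the data, which called 4100 genes. Removal of the trend from each library called 51, of which 28 were among the 30. Direction depended on the scaling. With TMM the median of all genes lay between −0.03 and 0.00 in these contrasts. Scaled to total counts, it was −0.12 at 1.5 h, −0.28 at 3 h, −0.35 at 6 h, −0.26 at 24 h, −0.18 at 48 h and −0.19 at 72 h. The share of calls that were higher then fell from 52.9 to 31.9% at 1.5 h, 51.2 to 27.4% at 3 h, 48.6 to 30.3% at 6 h, 54.4 to 38.7% at 24 h, 55.7 to 44.3% at 48 h and 54.03 to 44.5% at 72 h.

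**Figure D3:**
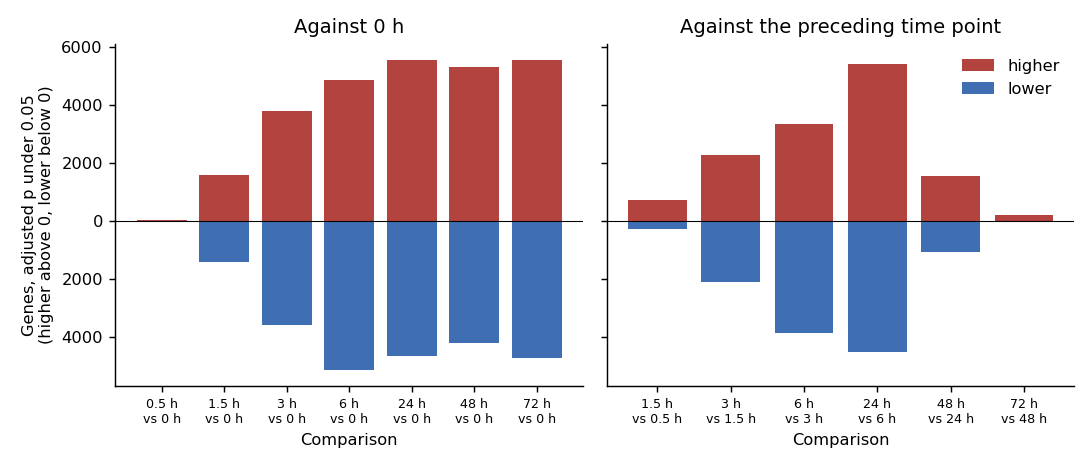
Number of genes with an edgeR adjusted p under 0.05 (y axis, higher above 0 and lower below 0) for each comparison (x axis), against 0 h on the left and against the preceding time point on the right. Calls against 0 h rise from 30 at 0.5 h to 10040 at 6 h, and the step from 6 to 24 h has the most calls of the neighbouring comparisons (9943); the division into higher and lower holds for TMM scaling and shifts toward lower against 0 h from 1.5 to 72 h when libraries are scaled to total counts.

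Without a test, a fitted difference of at least 2-fold was found for 905 genes at 0.5 h, 1687 at 1.5 h, 3661 at 3 h, 6040 at 6 h, 5368 at 24 h, 5159 at 48 h and 5633 at 72 h. The 0.5 h count was 1460 without 0 h replicate 1. With at least 10 counts in every library it was 63, the alternative that moved it most, and without a low-count filter it was 4436. Over the whole course 14563 genes (82.9%) changed by the edgeR test of any difference, 8671 of them by at least 2-fold at some time. The alternatives gave 12165 to 16325 changed genes, the largest without a low-count filter. Among the 8671 genes, 50.7% had their largest change at 24 h or later. With the replicate 1 libraries alone the share was 52.9%, and with those of replicate 2 alone 50.2%. A stricter filter of at least 10 counts in every library moved it most, to 47.4%. The largest change fell at 6 h for 3028 genes (1204 higher, 1824 lower) and at 72 h for 2253 (1608 higher, 645 lower).

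Neighbouring time points located the steps. Calls numbered 1014 from 0.5 to 1.5 h, 4408 from 1.5 to 3 h, 7231 from 3 to 6 h, 9943 from 6 to 24 h, 2633 from 24 to 48 h and 258 from 48 to 72 h. The last count moved most, to 6 when tested against a 2-fold change and to 1204 with GC trends removed between replicates only. Higher genes were 71.1% of the calls from 0.5 to 1.5 h (58.0% with libraries scaled to total counts), 51.7% from 1.5 to 3 h (29.01%), 54.4% from 6 to 24 h (65.5%) and 59.2% from 24 to 48 h (72.9%).

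Among genes that met the naming rule, EGR3 and EGR2 rose most at 0.5 h and 1.5 h. EGR3 (ENSG00000179388, chromosome 8, 22687659 to 22693302) went from 0.205 ± 0.0291 CPM (SD, n = 2) at 0 h to 28.5 ± 2.1 at 0.5 h and 188 ± 1.84 at 1.5 h. Its log2 fold changes were 7.10 (SE 0.23, edgeR adjusted p 5.97e-10) and 9.82 (SE 0.22, edgeR adjusted p 5.01e-12). EGR2 (ENSG00000122877, chromosome 10, 62811996 to 62919900) rose by 6.44 (SE 0.21, edgeR adjusted p 5.97e-10) and 9.24 (SE 0.19, edgeR adjusted p 3.87e-12). The fall of CSKMT at 1.5 h rested on a single library. CSKMT (chromosome 11, 62665309 to 62668496) fell by 1.94 (edgeR adjusted p 0.0179), but its 0 h libraries held 512 and 2676 reads, the value was −0.25 without 0 h replicate 2 and −2.70 without 0 h replicate 1, and the gene overlaps LBHD1. Most of the excess lay in a CSKMT transcript of 376 nt with a segment like the small RNA SNORA57, at 8.95 CPM in 0 h replicate 1 and 83.1 in replicate 2. DNM1P51 (chromosome 15, 84398316 to 84411701) fell by 1.79 (SE 0.16, edgeR adjusted p 8.57e-06), more than the spread between replicates. It is a pseudogene that overlaps CSPG4P5, so which gene its reads came from is uncertain.

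The immediate-early list tested the early response. Its median log2 fold change was 1.14 at 0.5 h (21 of 23 genes higher, camera adjusted p 6.65e-32) and 3.05 at 1.5 h (22 of 23 higher, camera adjusted p 1.23e-37). These p values rest on the preset correlation of 0.01 between genes. With the correlation estimated from the data (0.41), the camera adjusted p was 0.00717 at both times. At 0.5 h 15 members were called over all genes and 19 adjusted over the list alone, and at 1.5 h 22 either way. Within replicate 1 the medians were 1.30 and 3.23, and within replicate 2 they were 1.11 and 2.85. Removal of each library's GC trend, chosen after seeing the data, moved the 0.5 h median most, to 1.41. EGR1 (chromosome 5, 138465490 to 138469315), the member with the highest mean CPM over all libraries, went from 146 ± 40.5 to 1350 ± 102 CPM at 0.5 h, a log2 fold change of 3.20 (SE 0.20, edgeR adjusted p 1.78e-06), and 4.55 at 1.5 h (SE 0.21, edgeR adjusted p 1.11e-08). EGR4 had 0 reads at 0 h and was at least 65.0-fold higher at 1.5 h (edgeR adjusted p 2.43e-07). MYC (chromosome 8, 127735434 to 127741434) went against the list at 1.5 h, from 149 ± 17.5 to 70.1 ± 8.83 CPM, a log2 fold change of −1.08 (SE 0.19, edgeR adjusted p 0.00213). The list median was 3.56 at 3 h, 3.55 at 6 h, 2.28 at 24 h, 2.29 at 48 h and 2.65 at 72 h.

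At 3 h MUC5AC (chromosome 11, 1157953 to 1201138) rose from at most 1 read per 0 h library to 63.9 ± 8.02 CPM, at least 678-fold higher (edgeR adjusted p 2.1e-10). EGR3 reached 401 ± 20.4 CPM, a log2 fold change of 10.91 (SE 0.22, edgeR adjusted p 7.70e-13). CHAC1 (chromosome 15, 40952962 to 40956519) fell from 34.4 ± 5.49 to 1.08 ± 0.331 CPM, a log2 fold change of −4.97 (SE 0.28, edgeR adjusted p 1.17e-08). RIMBP3C was at least 22.7-fold lower (edgeR adjusted p 0.00370), but it shares reads with the copies RIMBP3 and RIMBP3B and had 16 and 112 reads in the 0 h libraries. Its fitted log2 value was −5.39, against −3.35 without 0 h replicate 2 and −9.11 without 3 h replicate 2.

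Some of the largest named changes from 6 to 72 h belonged to genes with 0 estimated reads in a library of some time point and many in its replicate. FAM83H (chromosome 8, 143723933 to 143733801) had 0 reads at 0 h and was at least 3580-fold higher at 6 h, 1665-fold at 24 h and 1215-fold at 48 h, with 338 ± 69.3, 157 ± 19.2 and 115 ± 12.1 CPM. The edgeR adjusted p was 5.70e-06, 1.57e-05 and 2.44e-05. Its replicates were apart at 3 h, with 8.77 CPM in replicate 1 and 0 in replicate 2, and differed far less from 6 to 72 h. GAGE12G (chromosome X, 49570434 to 49577754) has 9 near-identical copies among which reads could be split. It was at least 283-fold higher at 6 h, 2509-fold at 24 h, 2095-fold at 48 h and 2017-fold at 72 h, with edgeR adjusted p values of 0.00193, 1.50e-04, 1.86e-04 and 1.72e-04, and at 3 h it held 18.9 CPM in replicate 1 and 0 in replicate 2. INTS3 was listed at 0 in both 6 h libraries (edgeR adjusted p 0.0311), yet also at 0 in replicate 1 alone at 0.5, 24 and 48 h. SLC39A7, which overlaps RXRB, was at 0 at 48 h (edgeR adjusted p 0.0301), also in both libraries at 0.5 h and in replicate 2 alone at 24 and 72 h. The values of INTS3 and SLC39A7 at 0 were therefore not read as changes in gene expression.

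FKBPL had 0 reads at 24 h, at least 108-fold lower than at 0 h (edgeR adjusted p 2.23e-10), and its replicates lay close together at every time point. An unmatched transcript of 1345 nt, close to its 1342 nt, was at 8.71 CPM at 24 h and 0 elsewhere, so the fall of FKBPL was left uncertain. Other named changes differed by more than the spread between replicates. ENTREP3 (chromosome 1, 155247205 to 155255483) went from 19.99 ± 6.09 CPM to 0 reads at 6 h, at least 171-fold lower (edgeR adjusted p 1.55e-07), but it was at 10.3 CPM at 3 h and 19.6 CPM at 24 h, so its 0 was limited to the 6 h libraries. JDP2 (chromosome 14, 75427716 to 75474111) was at least 204-fold lower at 24 h (edgeR adjusted p 1.03e-05), from 16.3 ± 4.50 CPM to 0 and 3 reads. MS4A3 (chromosome 11, 60056587 to 60071128) fell from 239 ± 52.8 CPM to 1.32 ± 0.289 at 48 h and 0.809 ± 0.393 at 72 h, with log2 fold changes of −7.50 (SE 0.23, edgeR adjusted p 8.00e-12) and −8.18 (SE 0.25, edgeR adjusted p 5.00e-12). PCSK1 (chromosome 5, 96390415 to 96434143) had 0 reads at 0 h and 79.8 ± 11.3 CPM at 72 h, at least 846-fold higher (edgeR adjusted p 3.52e-11).

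**Figure D4:**
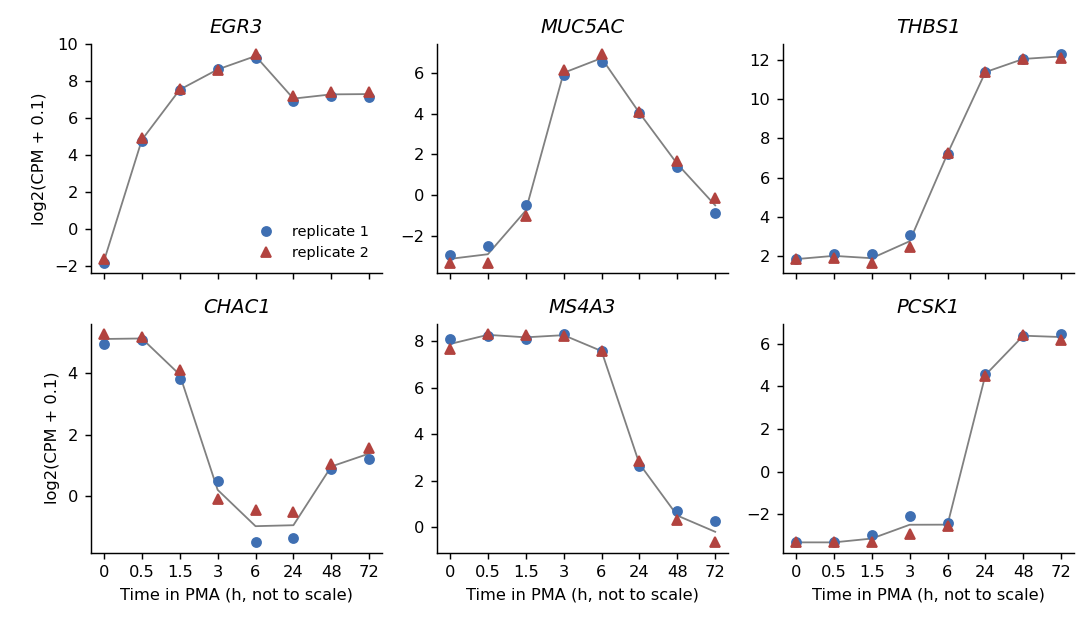
Level of 6 named genes as log2(CPM + 0.1) (y axis) at each time in PMA in hours (x axis, not to scale), with a point for each replicate and a line through their mean. EGR3 is raised from 0.5 h and MUC5AC is highest at 6 h, while at 72 h MS4A3 is at 0.809 CPM and PCSK1 at 79.8 CPM.

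The lists at 72 h addressed the cell state at the end of the course. The megakaryocyte list had a median log2 fold change of 3.65 (12 of 14 genes higher, camera adjusted p 6.53e-05), or 2.499 with 2 genes at the floor set at their bound. Of its genes 11 were called, over all genes and adjusted over the list alone. Within replicate 1 the median was 3.12 and within replicate 2 it was 2.30. THBS1 (chromosome 15, 39581079 to 39599466) was both the member with the highest mean CPM and the one that changed most, from 3.53 ± 0.00782 to 4593 ± 456 CPM (log2 fold change 10.34, SE 0.23, edgeR adjusted p 4.47e-13). NFE2 fell by 0.74 (SE 0.13, edgeR adjusted p 3.02e-04). GP1BB, counted among the higher genes but not called (log2 fold change 0.42, SE 1.15, edgeR adjusted p 0.774), was named after its values were seen, because it held 0 CPM in 72 h replicate 1 and 58.4 in replicate 2.

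The erythroid list had a median of −1.56 at 72 h (18 of 22 lower, camera adjusted p 7.09e-06), with 15 genes called, over all genes and adjusted over the list alone. Medians were −1.40 within replicate 1 and −1.68 within replicate 2. EPB42 had 0 reads at 72 h, at least 20.4-fold lower (edgeR adjusted p 2.64e-07). HBG2, the member with the highest mean CPM, shares reads with HBG1 and overlaps other genes. It went from 820 ± 120 to 632 ± 178 CPM, a difference not larger than the spread between replicates (log2 fold change −0.38, SE 0.21, edgeR adjusted p 0.133), and the value was −0.11 without 72 h replicate 2 and −0.70 without 72 h replicate 1. HEMGN rose by 0.84 (SE 0.16, edgeR adjusted p 4.61e-04).

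The mitotic list had a median of −0.50 at 72 h (18 of 22 lower, camera adjusted p 0.00158), with 12 genes called, over all genes and adjusted over the list alone. It was −0.44 within replicate 1 and −0.41 within replicate 2, −0.22 without 0 h replicate 1 and −0.32 without 72 h replicate 2. UBE2C fell by 1.74 (SE 0.33, edgeR adjusted p 3.82e-04), from 0.948 ± 0.298 to 0.280 ± 0.00175 CPM. TOP2A fell by 0.36 (SE 0.14, edgeR adjusted p 0.0355), and the adjusted p was 0.0850 with the size factors of DESeq2 in edgeR, within a range of 6.38e-06 to 0.0850 over the alternatives. Its value was −0.16 without 72 h replicate 2, −0.18 without 0 h replicate 1 and −0.60 without 72 h replicate 1. With libraries scaled to total counts, the 72 h medians of the megakaryocyte, erythroid and mitotic lists were 3.50, −1.71 and −0.66, against the −0.19 of all genes.

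Set against 1.5 h in place of 0 h, the 72 h medians were 3.28 for the megakaryocyte list (2.56 with 3 genes at their bound), −1.11 for the erythroid, −0.93 for the immediate-early and −0.87 for the mitotic list. Their camera adjusted p values were 7.09e-06, 1.28e-04, 1.38e-05 and 3.59e-07. Called genes numbered 11, 18, 16 and 21, and 11, 19, 16 and 21 adjusted over the list alone. All 9 list calls held under fry. Under camera with an estimated correlation, the erythroid and mitotic lists in both comparisons and the immediate-early list at 72 h against 1.5 h did not pass.

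**Figure D5:**
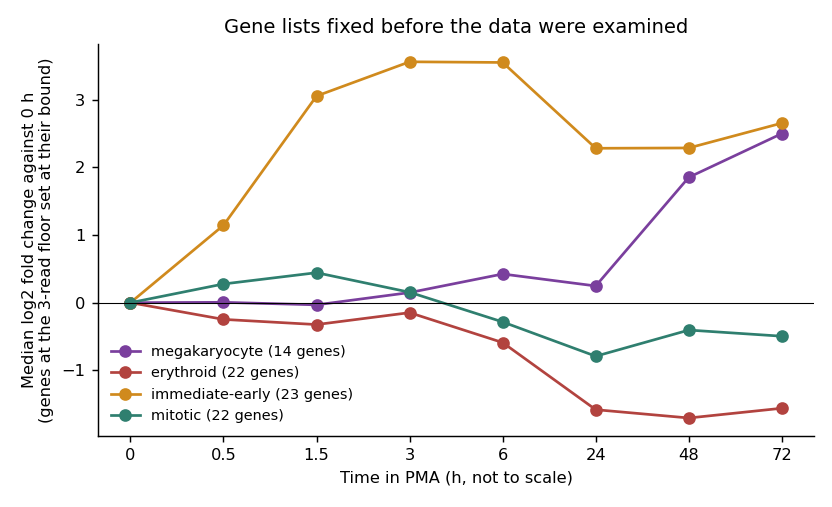
Median log2 fold change against 0 h of the 4 gene lists (y axis, genes at the 3-read floor set at their bound) at each time in PMA in hours (x axis, not to scale), as a line per list. The immediate-early list peaks at 3.56 at 3 h, the megakaryocyte list reaches 2.499 at 72 h, and the erythroid list falls to −1.70 at 48 h.

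Early calls were compared with late calls. Genes called at both 1.5 and 72 h against 0 h numbered 1614 in the same direction (861 higher, 753 lower) and 420 in opposite directions. Both contrasts share the 0 h libraries. In simulated counts with independent changes at the same 0 h libraries, 629.8 genes on average over 5 runs were called in the same direction and 516.6 in opposite directions. With no changes simulated the averages were 0.2 and 0. The runs with changes called 2036 genes at 1.5 h and 8983 at 72 h on average, fewer than observed, which lowers their overlap as well. The observed count in the same direction was above that of independent changes, and it moved most under an adjusted p under 0.01, to 601, and in the other direction with GC trends removed between replicates only, to 3176. A GC trend of the 0 h libraries could enter both contrasts, and the runs without changes, at almost no calls, held none. Across genes the log2 fold change correlated with GC content at r = −0.42 at 1.5 h and −0.09 at 72 h. The excess can therefore not be assigned to a shared response alone.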

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

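Among the tests in this part, those of scaling, shared reads and sample identity were chosen only after the result was seen.

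The 4 lists differed between 72 h and 1.5 h, each by a direct test of that difference: the medians were 3.28 for the megakaryocyte, −1.11 for the erythroid, −0.93 for the immediate-early and −0.87 for the mitotic list. Within replicate 1 they were 2.70, −1.26, −1.07 and −0.68, and within replicate 2 they were 2.56, −0.95, −0.78 and −1.10. GP1BB of the megakaryocyte list held 0 CPM in 72 h replicate 1 and 58.4 in replicate 2, so its own change is uncertain. Technical explanations were tested against these values. Bias by gene length, GC content or expression level was argued against, since 0 of 10000 random lists matched on these properties had a median as far from 0, for each of the lists. A shift of all genes alike through scaling would move a list together with the median of all genes. With libraries scaled to total counts, the list medians stood off the median of all genes by 3.30, −1.07, −0.91 and −0.85. Such an offset hardly depends on the scaling chosen. It shows that the lists changed relative to other genes, and cannot decide whether absolute levels rose or fell. Reads shared between near-identical globin and glycophorin genes did not carry the erythroid value, which was −1.002 without these 6 members. A swapped or mislabelled library was argued against by the distances, as the smallest distance between a 1.5 h and a 72 h library was 2.86 times the largest replicate distance at these time points. Against 0 h, the 1.5 h medians were 0.02 for the megakaryocyte, −0.32 for the erythroid, 3.05 for the immediate-early and 0.44 for the mitotic list. The immediate-early fall therefore started from a raised level. Of the mitotic genes, 12 were called higher at 1.5 h and 0 lower, with medians of 0.215 within replicate 1 and 0.646 within replicate 2. The 1.5 h change against 0 h also correlated with GC content across genes (r = −0.42). Whether that trend made part of the mitotic rise was not tested, so a raised start of the mitotic fall is less certain. A change in cell state between 1.5 and 72 h, or the media changes at the later time points, may account for the differences. The design does not separate time in PMA from time in culture or from the changes of medium, since no untreated cells were sampled at the later times. Under camera with an estimated correlation between genes, only the megakaryocyte list passed, so for the other lists the test rests on the preset correlation or on fry.

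Transcripts outside the gene counts also changed. Of the 10429 transcripts without a gene in the annotation, 3475 could be tested as features of their own, and 784 of these were called at 72 h against 0 h (355 higher, 429 lower). The median log2 fold change of the tested unmatched transcripts was −0.11. This value depends on the scaling and has no stated spread, so it cannot decide whether a shift took in all such transcripts. Reads divided unstably between near-identical copies remain a candidate explanation for some of them. Over 8-fold differences between replicates occurred in 7.42% of the tested unmatched transcripts, against 0.328% of genes of the same abundance. Of the 784, 17 were among those transcripts. Differences that large between replicates raise the estimated spread and make a call less likely. The 17 therefore cannot tell how many of the 784 come from shared reads. The cause of the 784 stays open, a change of transcription in PMA included.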

How the results depend on the processing

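The alternatives that removed trends with GC content, kept unmatched transcripts as features or used a robust prior were chosen after seeing the data, and the others before.

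All 9 list medians kept their direction and their side of the threshold under every alternative with a test except camera with an estimated correlation, given above. At 0.5 h the immediate-early median ranged from 1.08 to 1.41, and at 1.5 h from 2.92 to 3.16. At 72 h against 0 h the ranges were 2.71 to 4.39 (megakaryocyte), −1.71 to −1.27 (erythroid) and −0.66 to −0.43 (mitotic). The number of genes changed at any time stayed within 1.5 times the reported count in all 12 alternatives.

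Without a filter beyond 1 count, 26879 genes were tested and calls rose to 1538 at 0.5 h and to 659 from 48 to 72 h. The 2-fold counts from 0.5 to 72 h became 4436, 5650, 7906, 10239, 9660, 9604 and 10245, since genes with few reads entered. The cause of the added calls was not tested. With at least 10 counts in every library, 14014 genes were tested, the 2-fold counts became 63, 427, 1883, 3923, 3246, 2978 and 3363, and the share with the largest change at 24 h or later was 47.4%. Scaling to total counts moved that share to 48.2%, and the cause was not tested. A prior count of 2 took the 2-fold count at 0.5 h to 358. Counts derived from TPM gave 79 calls from 48 to 72 h, and the cause was not tested.

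An adjusted p under 0.01 left 18 calls at 0.5 h, 1160 at 1.5 h, 540 from 0.5 to 1.5 h, 1321 from 24 to 48 h, 77 from 48 to 72 h, and 601 shared between 1.5 and 72 h. Adjustment over all contrasts together gave 2035 calls at 0.5 h, 1587 from 0.5 to 1.5 h and 924 from 48 to 72 h, as the many small p values of other contrasts raised the cutoff. Tested against a 2-fold change, calls against 0 h were 6, 237, 1472, 3341, 2925, 2948 and 3435 from 0.5 to 72 h. Between neighbours they were 150, 589, 1027, 2160, 224 and 6. With only the 4 libraries compared, calls were 12 at 0.5 h, 934 at 1.5 h, 4800 at 3 h, 2352 from 0.5 to 1.5 h, 4312 from 24 to 48 h and 85 from 48 to 72 h. DESeq2 called 123 genes at 0.5 h, with 7490 genes given no adjusted p, and 25 of the 123 were among the 30. The cause was not tested for these last 2 alternatives.

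Unmatched transcripts as features left 84 genes called from 48 to 72 h, and the cause was not tested. With each library's GC trend removed, calls were 51 at 0.5 h, 1910 from 0.5 to 1.5 h, 4425 from 24 to 48 h and 825 from 48 to 72 h, and the share at 24 h or later was 52.6%. With GC trends removed between replicates only, they were 4100 at 0.5 h, 5793 at 1.5 h, 1944 from 0.5 to 1.5 h, 4808 from 24 to 48 h, 1204 from 48 to 72 h and 3176 shared between 1.5 and 72 h. Both lowered the common coefficient of variation to 0.1004, and the latter kept the trend that separates the group means.

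Replicate numbers did not meet the criterion for pairing, a correlation of replicate differences over 0.1 in every pair of time points. It was −0.28 to 0.51 over 28 pairs, with 21 over 0.1, and between 0.25 and 0.51 for each pair among 6, 24, 48 and 72 h, so these later libraries shared some structure by replicate number. With the replicate block, calls were 38 at 0.5 h, 3581 at 1.5 h and 10657 at 72 h, and no count moved by over 1.5 times. All list calls held, and of the named genes only HBG2 changed side (edgeR adjusted p 0.0482, within 0.0211 to 0.240 over its alternatives).

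Each library was left out in turn, with no test. The 2-fold count at 0.5 h was 943 to 1460, highest without 0 h replicate 1, and the share at 24 h or later was 49.8 to 53.1%. List medians were 1.13 to 1.28 (immediate-early, 0.5 h), 2.86 to 3.22 (immediate-early, 1.5 h), 3.21 to 4.38 (megakaryocyte, 72 h), −1.84 to −1.22 (erythroid, 72 h) and −0.61 to −0.22 (mitotic, 72 h). The mitotic value was −0.22 without 0 h replicate 1 and −0.32 without 72 h replicate 2. At 72 h against 1.5 h they were 2.89 to 4.18, −1.33 to −0.86, −1.04 to −0.83 and −1.03 to −0.76 for the megakaryocyte, erythroid, immediate-early and mitotic lists.

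Under alternatives with a test, 303 values of named genes kept direction and side of the threshold, 3 were weaker (all TOP2A) and 3 stronger (all HBG2), and 0 reversed. The depth limits genes at the floor, whose folds are bounds.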

Other observations

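In this part the tests of late material, of PLCG2, of mirror-image transcripts under permuted time order, of genes at 0 reads and of the GC trends of all libraries were chosen only after the result was seen. So was the form of the length test with GC content held fixed.

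The 0 h replicates differed more than most other pairs. Over 9975 genes the SD of their log2 difference was 0.352, against 0.339 at 72 h and less elsewhere. GC content bias is a candidate explanation, with r = 0.73 between the difference and GC content against −0.38 to 0.56 at the 7 other time points. After linear trends with GC content and length were taken out the SD was 0.238, inside the 0.1246 to 0.278 of the other pairs. The 0 h replicate 2 library also had the smallest gap between transcript length and effective length, at 199 nt. A length bias from its shorter fragments found little room. The correlation with transcript length was −0.28, just outside the −0.27 to 0.20 of the other pairs, but with GC content held fixed it was −0.14, inside their −0.21 to 0.13. Material from late time points in this library was argued against, since 209 genes over 20-fold higher at 72 h had a median ratio of replicate 2 to replicate 1 of 1.01. At 0 h, 889 transcripts were over 3-fold higher in replicate 1 and 809 in replicate 2. Small noncoding RNA reads were argued against as the source of the 809 transcripts higher in 0 h replicate 2. Only 14 of these had a segment like a small noncoding RNA, against 25.0 on average in draws matched on length and abundance. No biological explanation was tested for a difference within a time point.

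At 0.5 h, 3907 genes had an unadjusted p under 0.05 but 30 were called. GC content trends of the libraries may account for much of the excess, as 1432 genes remained under that level when each library's trend was removed. The trend of 0 h replicate 2 alone was argued against as the only source. In the replicate 1 libraries alone the 0.5 h change still correlated with GC content at −0.48 across genes, against −0.79 in the replicate 2 libraries. A real change that goes with GC content within 0.5 h of PMA stays open, and removing the trend from each library would take it out as well.

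Some genes switched between replicates. In 52 genes the replicates of a time point were over 8-fold apart, INTS3, SLC39A7, FAM83H and GAGE12G among them. Reads moving between near-identical sequences listed separately may explain part of these. An unmatched transcript with mirror-image replicate differences existed for 20 of the 52, INTS3 and SLC39A7 included, against a mean of 4.88 and a maximum of 10 over 100 permutations of the time order. That mirror images are copies of the same sequence was tested by length. Of the 20, 40% were within 2% of the length of the gene's own transcript, against 1.22% of random unmatched transcripts. The other genes, with FAM83H and GAGE12G, had no such transcript, and their source stays open. A related pattern was weighed in 105 genes with 0 reads in both libraries of a time point and at least 5 CPM at another. For these as a set, the same explanation cannot be told apart from a change in expression. A length-matched transcript high only where the gene was at 0 existed for 7 of them, against 9.78 on average with shuffled lengths. This test found 0 of the 6 genes of the set that have a mirror-image transcript, INTS3 and SLC39A7 included, and 62 of the 105 genes were at 0 in the 0 h libraries, where induction by PMA gives the same pattern. FKBPL was among the 7. The source of the 0 of FKBPL at 24 h and of ENTREP3 at 6 h stays open.

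PLCG2 had the most reads of any gene in 15 libraries. Reads of the small nuclear RNA 7SK are a candidate source. The single PLCG2 transcript with a segment like 7SK (97.9% identity over 239 nt of its 328 nt) took 99.997% of the gene's reads, while no other of its 16 transcripts had more than 10 reads in a library. The higher share in 0 h replicate 2, at 3.20%, would then be a difference in the small RNA carried over, which was not tested.

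Some list members did not follow their list, and were chosen after their values were seen. ITGA2B, of the megakaryocyte list, fell from 57.7 ± 7.27 CPM (n = 2) at 0 h to 13.1 ± 0.201 at 24 h (log2 fold change −2.14, SE 0.11, edgeR adjusted p 1.96e-09) and stood at 61.9 ± 3.50 at 72 h (0.10, SE 0.11, edgeR adjusted p 0.432). GATA1, of the erythroid list, fell from 131 ± 33.8 to 9.64 ± 0.480 CPM at 6 h (−3.76, SE 0.18, edgeR adjusted p 7.11e-10) and was back at 133 ± 5.94 at 72 h (0.02, SE 0.15, edgeR adjusted p 0.923). No explanation was tested for either course.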
